A study of Mus musculus with 165 samples.

How the data were processed

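The series held bulk RNA sequencing of brains and livers from male mice of the C57BL/6J/Ukj strain, an inbred laboratory mouse line, at 5 ages, 3, 9, 15, 24 and 28 months. The labels named 83 mice, each by its age and a number. Liver libraries covered all 83 mice and brain libraries covered 82, because the brain of the 3-month mouse numbered 6 was not analysed here. A brain and a liver library with the same age and number came from one mouse. Per the labels' protocols, RNA was extracted with QIAzol and chloroform and libraries were made with a stranded TruSeq kit after enrichment for polyadenylated RNA. Sequencing gave paired reads of 100 bases, per the same labels. The labels also placed every library in 1 of 3 library preparations, called prep 1, prep 2 and prep 3 here. Each prep held libraries of all 5 ages in both tissues, with 4 to 7 libraries per age, tissue and prep.

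The authors deposited 1 table of counts per tissue, with whole-number counts for 55471 Ensembl gene identifiers and 1 column per library. The values were raw counts, with different totals in each library. The labels and the file headers named no aligner, counting program, genome build or annotation, and did not say whether the counting used the strand. No coordinates are therefore given. Symbols came from a table of mouse gene names and matched 55144 of the 55471 identifiers. No column of the tables was left unused (0 columns). All columns were matched to labels by the library name that each label carried.

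How the counting treated reads shared between near-identical genes was not stated. Values of the class I histocompatibility genes, the immunoglobulin genes, the histone clusters, the heat shock pair Hspa1a and Hspa1b, the complement pair C4a and C4b, and the Gstp, Orm, Cyp2b, Cyp2d and Slc22a families are uncertain for this reason. In a mouse annotation that may differ from the one the authors used, exons of Slc5a3 overlapped Mrps6 on the same strand. There, exons of Gpr17, Elovl3, Cox4i1, Ndufa2, Plin4, Cp and Hspd1 overlapped another named gene on the opposite strand, so their counts may include reads of the overlapping gene.

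Each tissue was fitted separately with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr by age, and library sizes were scaled with TMM factors. A quasi-likelihood model with age and prep as terms was fitted over all libraries of the tissue, so that all ages shared 1 estimate of the spread. The two-sided quasi-likelihood test compared 9, 15, 24 and 28 months with 3 months, and 15 with 9, 24 with 15 and 28 with 24 months. A further test took the 4 age terms together. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. Levels are given as CPM of the TMM-scaled library, as mean ± SD. A library was taken to be at the floor for a gene when it held 3 counts or fewer. A fold change against an age whose libraries were all at the floor was computed against that floor and is a lower bound. Floors cover counting error only, since PCR copies of a molecule were not told apart.

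Lists of genes were written before the data were examined, as were the groups, the tests, the alternatives and the rule for naming genes, except where stated. There were 22 study lists drawn up after the series title, which names cognitive decline, systemic inflammation and tissue maintenance. Of these, 12 were tested in both tissues, and with tissue-specific lists 18 were tested in the brain and 16 in the liver. In all, 14 genes stood in more than 1 study list. A further 12 technical lists covered clock output, immediate early genes, red blood cells and tissue that dissection can include. The change of each list from 3 to 28 months was tested with camera in limma 3.58.1, a competitive test against all other genes, at a preset correlation of 0.01 on log2 CPM with a prior count of 2. The rotation test fry, a self-contained test, and camera with an estimated correlation were run beside it.

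Differences between the tissues in the change from 3 to 28 months were tested with the tissue by age interaction in 1 edgeR fit over both tissues, for genes kept in both. To relate the tissues within mice, each library was given a score per shared list, the mean of the z-scores of log2 CPM over the list after removing the means of age and prep. Pearson's r of brain and liver scores was taken over 82 mice, and its two-sided p came from 100000 permutations of the liver scores within age, adjusted over 12 lists.

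Genes were named by rule. From 28 against 3 months, the 4 highest and the 4 lowest log2 fold changes were taken among called genes with a mean of at least 1 CPM and the same direction in each prep fitted alone. From 9 against 3, 15 against 9, 24 against 15 and 28 against 24 months, the 2 highest and the 2 lowest were taken in the same way. Up to 2 genes with the smallest p were named from each study list. From the genes changed in both tissues 3 that rose and 3 that fell were named, and 2 highest and 2 lowest were named from the interaction. Predicted genes, genes without a symbol, immunoglobulin segments, major urinary protein genes and other near-identical copies were left out of the naming, and 2 of these families were summarised as groups. A liver gene chosen by this rule is not reported here.

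Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, no prep term, the replicate number as a block, a fit of only the 2 ages compared, log2 library size as a covariate, limma voom with sample quality weights, each prep alone, and a minimum absolute log2 fold change of 1. A further 3 alternatives were chosen after seeing the data. These left out the 2 brain libraries least like the others, added a clock gene score as a covariate, and left out each library in turn. For every count of called genes, ages were also reassigned among the mice within preps in 40 splits, the real one included, and for counts of lists in 100 splits.

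The scripts were tested on simulated data. Counts for the real genes were drawn from the means and library sizes of the real libraries, with 200 genes changed. In the brain 187 of the 200 changed genes were recovered, with 9 false calls among 18711 genes, and in the liver 177 of 200, with 8 false calls among 15579 genes. A contrast with no changed gene gave 0 calls in both. Camera and fry each called the 2 changed lists and 0 of 18 unchanged lists. Genes were drawn independently of each other and unchanged lists held random genes. This check therefore cannot show how either test behaves for lists whose genes vary together. The interaction test recovered 155 of 200 genes with 4 false calls among 14035. Of 1000 unrelated pairs of scores per tissue, 4.9% and 5.2% passed an unadjusted threshold of 0.05.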

Results

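Polyadenylated RNA was sequenced from the brain and liver of male mice at 3, 9, 15, 24 and 28 months of age. The brain was represented by 15, 16, 16, 17 and 18 libraries at these ages and the liver by 16, 16, 16, 17 and 18. Total counts per brain library ran from 11.5 M (28 months, replicate 15) to 73.4 M (24 months, replicate 1), with a median of 37.6 M. Liver libraries held 5.82 M (15 months, replicate 16) to 57.5 M counts (9 months, replicate 9), with a median of 32.9 M. Median depth by age lay between 36.1 and 39.6 M counts in the brain and between 31.0 and 36.8 M in the liver. The 10 most abundant genes took 5.09% to 12.5% of the counts of a brain library and 14.3% to 22.3% of those of a liver library.

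Marker genes matched the labelled tissue and sex in every library. Alb was at most 18.8 CPM in a brain library and at least 16688 CPM in a liver library. Snap25 was at least 734 CPM in a brain library, against at most 48.1 CPM in a liver library. Xist stayed at or below 0.275 CPM in the brain and 0.365 CPM in the liver. The Y-linked Ddx3y was at least 21.1 CPM in every brain and at least 19.4 CPM in every liver. No pair of libraries agreed within sampling noise. Relative to the value of 1 that counting noise alone gives, the lowest mean squared residual of any pair was 4.33 in the brain and 6.79 in the liver. Between preps, 380 of 18711 brain genes and 1151 of 15579 liver genes differed with an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment, as for all gene counts below). Prep was a term of every fit.

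The first question was how many genes changed with age in each tissue. In the brain, 59 of 18711 tested genes differed between 9 and 3 months, of which 35 were higher and 24 lower at 9 months. Between 15 and 3 months 98 genes were higher and 65 lower, and between 24 and 3 months 1159 were higher and 723 lower, 1882 in all. The count reached 5291 between 28 and 3 months (3054 higher, 2237 lower), which was 28.3% of the genes tested. Most of these changes were smaller than 2-fold, with 273 genes at least 2-fold higher and 40 at least 2-fold lower at 28 months. Between successive ages, 0 genes differed from 9 to 15 months, where 532 had an unadjusted p under 0.05. From 15 to 24 months 137 genes differed, 127 of them higher, and from 24 to 28 months 204 differed, 99 higher and 105 lower. The step from 15 to 24 months was less one-sided with voom and quality weights, at 459 genes higher and 319 lower. DESeq2 gave 217 higher and 30 lower genes for it. In the test of all ages together 3853 brain genes differed, or 20.6%. Among the alternatives that moved these counts were fits of single preps, which took the 59 genes between 9 and 3 months to 0 in preps 2 and 3. A fit of only the 2 ages compared gave 2 genes between 28 and 24 months, and voom with sample quality weights called 490 genes between 9 and 3 months. With the clock gene score as a covariate, an alternative chosen after seeing the data, 4370 genes differed between 28 and 3 months, of which 1950 were among the 5291, and the majority turned, with 2031 higher and 2339 lower. Brain 28 months replicate 15 also weighed on several counts. Without it 3493 genes differed between 24 and 3 months, 294 between 24 and 15 months and 525 between 28 and 24 months.

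Within preps, fewer brain genes passed the threshold. Between 28 and 3 months, 1987 genes were called in prep 1 alone, 368 in prep 2 and 1205 in prep 3. Of the 5291 genes called over all preps, 94.2% changed in the same direction in each of the 3, against 50.1% of all tested genes. Between 24 and 3 months the preps gave 222, 112 and 92 genes, with the same direction in 98.1% of the 1882. Prep 1 alone gave 10 genes between 9 and 3 months and 17 between 15 and 3 months, where preps 2 and 3 gave 0 and 0 and 11 and 0. At an unadjusted p under 0.05, preps 2 and 3 gave 966 and 482 genes between 9 and 3 months, and prep 3 gave 599 between 15 and 3 months. The difference between 24 and 15 months reached 1 gene in prep 1 and 0 in preps 2 and 3 (1535 and 618 unadjusted), and that between 28 and 24 months 8, 0 and 0 (1474 and 3020 unadjusted in preps 2 and 3). The comparison of 15 with 9 months gave 0 genes in each prep (266, 708 and 184 unadjusted).

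More genes were called in the liver than in the brain at every interval, but with voom and quality weights the brain had more between 9 and 3 months (490 and 398) and between 15 and 9 months (24 and 8), and with the clock gene score more between 28 and 24 months (638 and 121). Of 15579 tested genes, 731 differed between 9 and 3 months (238 higher, 493 lower), 1140 between 15 and 3 months (477 higher, 663 lower), 7636 between 24 and 3 months (3894 higher, 3742 lower) and 9639 between 28 and 3 months (4965 higher, 4674 lower). The last count was 61.9% of the tested genes. At least 2-fold changes from 3 to 28 months were found in 1847 genes that rose and 371 that fell. From 9 to 15 months only 8 genes differed, all higher, and 670 had an unadjusted p under 0.05. From 15 to 24 months 5609 genes differed (3365 higher, 2244 lower), and from 24 to 28 months 2385 (963 higher, 1422 lower). The test of all ages together called 11132 genes, or 71.5%. The numbers of genes called in brain and liver were not compared by a test, since they depend on the spread in each tissue. The majority of lower genes at the first 2 intervals turned in some settings. Between 9 and 3 months, voom with quality weights gave 240 higher and 158 lower genes and a fit of only these ages 182 and 160. Between 15 and 3 months, they gave 679 and 440 and 422 and 286. With the clock gene score as a covariate, the count from 24 to 28 months fell to 121 genes in the liver and rose to 638 in the brain. Single livers moved 4 of the counts by over 1.5 times. Without 3 months replicate 16 the difference between 9 and 3 months was 295 genes, and without 3 months replicate 13 that between 15 and 3 months was 609. These were not the only such livers. Without 3 months replicate 10, 13 or 15 the first count was 315, 313 or 350. Without 3 months replicate 10, 15 or 16 the second was 738, 692 or 636. Without 15 months replicate 1 the difference between 15 and 9 months was 5 genes, and without 24 months replicate 13 that between 28 and 24 months was 3615.

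Within preps, 6198, 2457 and 6721 liver genes were called between 28 and 3 months in preps 1, 2 and 3. Of the 9639 genes, 94.4% had the same direction in all 3, against 71.5% of all tested genes. Between 24 and 3 months the counts were 906, 2443 and 5321. Earlier differences were small in single preps, with 12, 12 and 3 genes between 9 and 3 months, all of them higher, and 58, 64 and 14 between 15 and 3 months. The steps late in life were uneven across preps. From 15 to 24 months prep 1 gave 3 genes, prep 2 gave 2630 and prep 3 gave 1290, whereas from 24 to 28 months prep 1 gave 2520, prep 2 gave 0 (2172 unadjusted) and prep 3 gave 198. The comparison of 15 with 9 months gave 0 genes in each prep (462, 376 and 258 unadjusted).

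**Figure D1:**
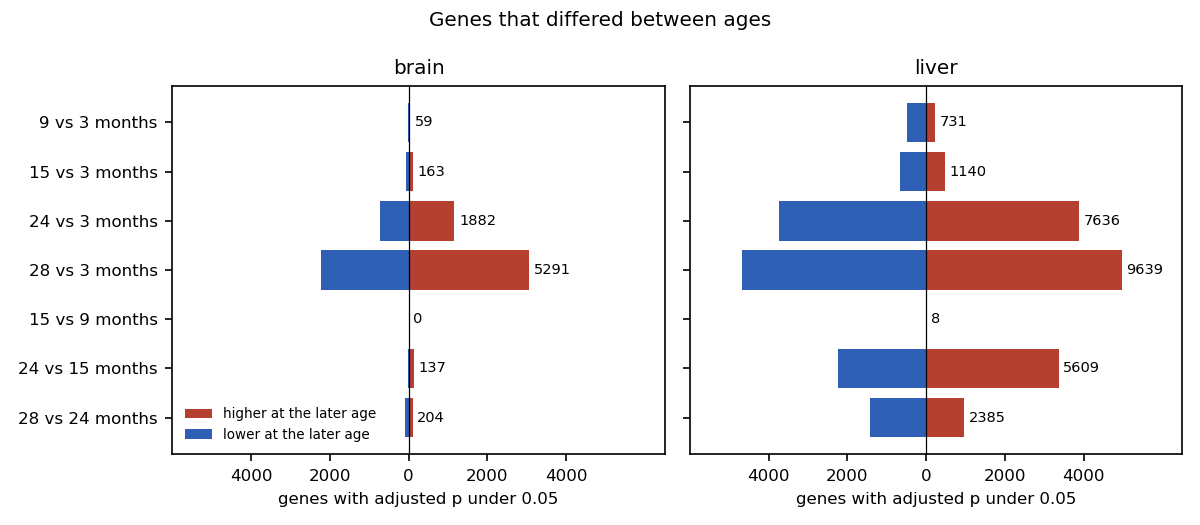
Number of genes with an adjusted p under 0.05 in each comparison of ages, in brain and liver, as bars of genes higher and genes lower at the older age. The bars for 28 against 3 months reach 3054 higher and 2237 lower genes in the brain and 4965 higher and 4674 lower genes in the liver.

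Genes were ranked here by the naming rule, with a mean of at least 1 CPM and the same direction in each prep. By this rule the largest brain changes from 3 to 28 months were increases of genes with low counts. Outside this ranking, the 2 tested pituitary genes had a median log2 fold change of -4.00, and Ccl8 rose by 2.97 ± 0.44. S100a8 (ENSMUSG00000056054) rose from 0.394 ± 0.353 CPM (SD, n = 15) to 3.58 ± 3.48 CPM (SD, n = 18), a log2 fold change of 3.16 ± 0.40 (SE, edgeR adjusted p 2.1e-09). Lcn2 (ENSMUSG00000026822) rose from 0.335 ± 0.414 to 2.81 ± 1.43 CPM (log2 fold change 3.07 ± 0.48, adjusted p 4.9e-07), and S100a9 (ENSMUSG00000056071) from 0.571 ± 0.538 to 4.66 ± 4.09 CPM (3.01 ± 0.39, adjusted p 2.8e-09). The fourth, Cbln3 (ENSMUSG00000040380), had a log2 fold change of 2.50 ± 0.75 (adjusted p 0.00867) that rested on 28 months replicate 14. The 28-month mean of 6.58 CPM fell to 1.04 CPM without that library and the median was 1.00 CPM, against a 3-month mean of 0.941 CPM. By the same rule the strongest decrease was that of Gpr17 (ENSMUSG00000052229), which fell at every age. Its level went from 66.4 ± 6.72 CPM at 3 months to 21.5 ± 6.44 CPM at 28 months (log2 fold change -1.62 ± 0.10, adjusted p 6.1e-23). Igfbpl1 (-1.88 ± 0.29) and Top2a (-1.66 ± 0.21), named from gene lists below, fell further. Col3a1 (ENSMUSG00000026043) fell from 3.81 ± 1.96 to 1.54 ± 0.617 CPM (-1.27 ± 0.22, adjusted p 5.7e-06), Tnc (ENSMUSG00000028364) from 8.39 ± 1.60 to 3.56 ± 0.950 CPM (-1.22 ± 0.11, adjusted p 4.4e-14) and Fcrls (ENSMUSG00000015852) from 5.41 ± 0.513 to 2.57 ± 0.907 CPM (-1.08 ± 0.11, adjusted p 4.8e-13).

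Smaller steps made up the comparisons of nearer ages in the brain. From 3 to 9 months Frem3 rose by 0.79 ± 0.18 (adjusted p 0.0244) and Spag6 by 0.76 ± 0.10 on the log2 scale (adjusted p 1.3e-06), the latter from 2.18 ± 0.269 to 3.71 ± 0.417 CPM. The log2 fold change of Col3a1 was -1.10 ± 0.23 (adjusted p 0.00729) and that of Gpx8 -0.93 ± 0.22 (adjusted p 0.0372). From 15 to 24 months Lcn2 rose by 2.14 ± 0.46 (adjusted p 0.00586) and Lrg1 by 1.61 ± 0.35 (adjusted p 0.00683). The lowest changes were those of Gpr17 (-0.51 ± 0.10, adjusted p 0.00182) and mt-Tm (-0.44 ± 0.12), the last with an adjusted p just under the threshold. From 24 to 28 months Plin4 rose by 1.69 ± 0.33 (adjusted p 0.00215) and Rtp1 by 1.31 ± 0.34 (adjusted p 0.0328). Over the same step Fabp7 changed by -0.74 ± 0.11 (adjusted p 6.5e-05), from 26.1 ± 8.86 to 15.3 ± 5.72 CPM, and Hist1h4i by -0.57 ± 0.15 (adjusted p 0.0323).

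Liver changes were larger. Cyp2b13 (ENSMUSG00000040583) was at the floor of 3 counts in 15 of 16 livers at 3 months. It reached a mean of 43.2 CPM and a median of 36.2 CPM at 28 months (n = 18, log2 fold change 11.05 ± 0.87, adjusted p 4.6e-18). Slc22a26 (ENSMUSG00000053303) rose from 1.17 ± 0.694 CPM (SD, n = 16) to 246 ± 132 CPM (7.71 ± 0.52, adjusted p 1.5e-21). Sult1e1 (ENSMUSG00000029272), at the floor in 15 of 16 livers at 3 months, rose to 10.8 ± 11.5 CPM (7.70 ± 0.70, adjusted p 1.5e-15). The lowest log2 fold changes were -6.67 ± 0.78 for Hsd3b5 (ENSMUSG00000038092, adjusted p 2.1e-11), -6.28 ± 0.72 for Slco1a1 (ENSMUSG00000041698, adjusted p 1.2e-11), -5.17 ± 0.74 for Elovl3 (ENSMUSG00000038754, adjusted p 8.4e-09) and -4.66 ± 0.36 for Ces4a (ENSMUSG00000060560, adjusted p 1.8e-18). Hsd3b5 was at 222 ± 60.8 CPM at 3 months and at a median of 0.235 CPM at 28 months. There the mean was 2.93 CPM because of 28 months replicate 10, and 0.280 CPM without it. Slco1a1 fell from 509 ± 125 CPM to a median of 0.560 CPM, where the mean was 10.8 CPM and 2.97 CPM without the same library. Elovl3 fell from 605 ± 280 CPM to a median of 0.992 CPM, with means of 28.6 and 6.42 CPM. Ces4a fell from 5.84 ± 4.76 to 0.221 ± 0.168 CPM.

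Over the single steps in the liver, Cdkn2a rose from 3 to 9 months from 0.104 ± 0.102 to 0.673 ± 0.158 CPM (log2 fold change 2.65 ± 0.39, adjusted p 1.7e-06) and Ighg2c from 1.29 ± 0.477 to 7.56 ± 6.54 CPM (2.47 ± 0.48, adjusted p 0.000421). There, Slc34a2 (-1.90 ± 0.44, adjusted p 0.00434) and Bhlha15 (-1.85 ± 0.51, adjusted p 0.0206) were lowest. From 9 to 15 months Noct rose from 20.5 ± 7.00 to 59.9 ± 45.4 CPM (1.54 ± 0.26, adjusted p 0.00116) and Ntrk2 from 0.855 to 3.55 CPM (1.98 ± 0.38, adjusted p 0.00417). Without 15 months replicate 1, at 24.8 CPM, Ntrk2 rose to 2.13 CPM. From 15 to 24 months the genes named were Cyp2b13 (6.79 ± 0.74, adjusted p 3.3e-10), Cspg5 (-2.48 ± 0.34, adjusted p 1.0e-07) and Hsd3b5 (-2.40 ± 0.65, adjusted p 0.00246). The 24-month mean of Cyp2b13, 9.18 CPM, was 4.72 CPM without 24 months replicate 15. From 24 to 28 months A1bg rose (3.51 ± 0.67, adjusted p 0.000102), and Hsd3b5 (-4.13 ± 0.71, adjusted p 2.0e-05) and Slco1a1 (-3.98 ± 0.66, adjusted p 1.0e-05) fell most. The mean of A1bg at 28 months was 9.58 CPM and 3.89 CPM without 28 months replicate 14.

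As groups of near-identical genes, all 20 tested major urinary protein genes were lower in the liver at 28 than at 3 months, with a median log2 fold change of -4.44, and 0 of 20 had changed at 15 months. All 82 tested immunoglobulin variable, diversity and joining segments were higher at 28 months, with a median of 2.85. RLE size factors and DESeq2 gave the same directions, with medians of -4.44 and -4.54 for the first group and 2.85 and 2.89 for the second.

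**Figure D2:**
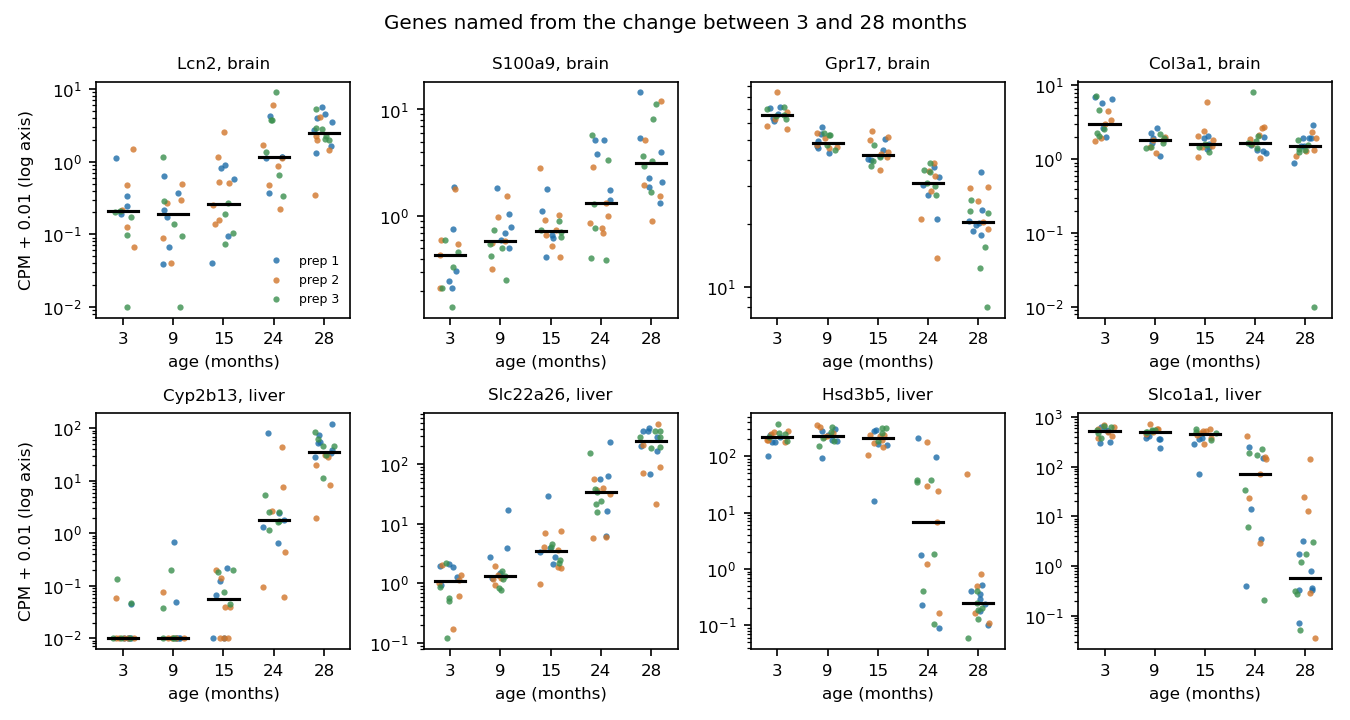
CPM, on a log axis after adding 0.01, of 4 brain genes and 4 liver genes in every mouse at 3, 9, 15, 24 and 28 months, with 1 point per library, colours for the 3 preps and a black line at the median. Gpr17 in the brain falls in steps from a mean of 66.4 to 21.5 CPM, and Hsd3b5 in the liver from a mean of 222 CPM at 3 months to a median of 0.235 CPM at 28 months.

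Inflammation and tissue maintenance, named in the title of the series, were addressed with gene lists for the change from 3 to 28 months. In the brain, 12 of 18 lists passed an adjusted p under 0.05 in camera. Class I presentation (median log2 fold change 0.83, adjusted p 1.1e-19), activated microglia (0.66, adjusted p 1.6e-17), complement (0.66, adjusted p 4.4e-13) and reactive astrocytes (0.45, adjusted p 6.7e-09) had the smallest p-values, all upward. Upward lists also included interferon-stimulated genes (0.44, adjusted p 3.3e-07), senescence and secretory genes (0.89, adjusted p 1.1e-05), class II presentation (0.36, adjusted p 0.000496) and oxidative phosphorylation (0.28, adjusted p 0.00219). Downward lists were proliferation (-0.16, adjusted p 3.4e-06), heat shock and chaperone genes (-0.19, adjusted p 1.3e-05), newborn neurons and precursors (-0.21, adjusted p 0.000415) and extracellular matrix (-0.20, adjusted p 0.0360). Homeostatic microglia (0.17, adjusted p 0.143), synaptic genes (-0.04, adjusted p 0.308), myelin (0.04, adjusted p 0.337), B lineage (0.30, adjusted p 0.349), T lineage (0.06, adjusted p 0.515) and cholesterol synthesis (0.06, adjusted p 0.515) did not pass. Fry called 11 of the 12 lists, all but oxidative phosphorylation (adjusted p 0.134). Camera with an estimated correlation called 7, which were class I presentation, complement, senescence, proliferation, activated microglia, reactive astrocytes and newborn neurons.

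Fitted alone, preps 1, 2 and 3 each called 10 of the 12 brain lists. Newborn neurons were lost in prep 1, extracellular matrix in preps 2 and 3, interferon-stimulated genes in prep 3 and oxidative phosphorylation in preps 1 and 2. The last list pointed downward in prep 1 (adjusted p 0.479), and its leading genes rested on brain 28 months replicate 15. Ndufa2 was at 106 CPM at 28 months but at 48.4 CPM without that library, against 44.7 CPM at 3 months, and Cox4i1 at 527 and 418 CPM, against 368 CPM. Without the 2 brain libraries least like the others, a choice made after seeing the data, the median of the list was 0.05 (adjusted p 0.0949). Extracellular matrix was not called either (adjusted p 0.118), whereas homeostatic microglia were (adjusted p 0.0388). The median of 0.05 came from a linear fit of log2 CPM and that of 0.28 over all libraries from edgeR. Part of their difference may lie in the measure. In the class I list all 14 tested genes were called over all genes, and 14 when adjusted over the list alone. The corresponding counts were 16 and 16 of 21 for activated microglia, 9 and 10 of 11 for complement, 9 and 10 of 15 for reactive astrocytes, 20 and 23 of 35 for interferon-stimulated genes, 6 and 6 of 9 for senescence and 5 and 5 of 10 for class II presentation. They were 11 and 12 of 23 for proliferation, 11 and 11 of 15 for heat shock, 12 and 19 of 30 for oxidative phosphorylation, 9 and 9 of 20 for extracellular matrix and 8 and 9 of 17 for newborn neurons.

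Single genes with the smallest p-values illustrate the brain lists. C4b rose from 41.7 ± 11.6 CPM at 3 months to 210 ± 42.9 CPM at 28 months (log2 fold change 2.32 ± 0.10, adjusted p 5.7e-32), and its mean increased at each age in between. Clec7a rose by 2.37 ± 0.19 (adjusted p 1.1e-16), Cd68 by 0.71 ± 0.06 (adjusted p 1.1e-16), Gfap by 0.75 ± 0.08 (adjusted p 1.6e-12) and H2-Q6 by 1.94 ± 0.22 (adjusted p 5.1e-11). Cdkn2a, at the floor in 12 of 15 brains at 3 months, rose to 0.309 ± 0.159 CPM (2.26 ± 0.31, adjusted p 1.9e-08). Among genes that fell were Top2a (-1.66 ± 0.21, adjusted p 3.9e-09), Igfbpl1 (-1.88 ± 0.29, adjusted p 3.6e-07), Hsph1 (-0.52 ± 0.05, adjusted p 2.7e-12) and Homer1 (-0.51 ± 0.08, adjusted p 1.7e-06). Genes of the same list differed in direction in places, as with Fcrls (-1.08) and Cx3cr1 (0.34 ± 0.05, adjusted p 6.7e-07) among homeostatic microglia and Sparc (0.59 ± 0.08, adjusted p 3.8e-09) and Serpinh1 (-0.74 ± 0.10, adjusted p 4.0e-09) in the extracellular matrix.

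In the liver 14 of 16 lists passed. B lineage (median log2 fold change 3.02, adjusted p 6.5e-06), T lineage (2.04, adjusted p 1.0e-07), senescence and secretory genes (1.73, adjusted p 6.0e-05), class II presentation (1.71, adjusted p 2.0e-05) and hepatic macrophages (1.53, adjusted p 2.5e-05) went up, as did complement (1.31, adjusted p 1.6e-05), acute phase (1.15, adjusted p 1.6e-05), proliferation (1.00, adjusted p 0.00306), class I presentation (0.62, adjusted p 9.0e-06) and cholesterol synthesis (0.22, adjusted p 0.0451). Oxidative phosphorylation (-0.34, adjusted p 8.1e-09), heat shock and chaperone genes (-0.75, adjusted p 1.0e-07), fatty acid synthesis and oxidation (-0.76, adjusted p 1.5e-05) and cytochrome P450 and detoxification (-0.26, adjusted p 0.0185) went down. Interferon-stimulated genes (0.34, adjusted p 0.0863) and extracellular matrix (0.45, adjusted p 0.0654) did not pass. Fry called these 14 and extracellular matrix, whereas camera with an estimated correlation called 0 of 16. In preps 1, 2 and 3 alone 13, 12 and 14 of the 14 were called.

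All 30 tested oxidative phosphorylation genes and all 15 heat shock genes were called lower in the liver, and all 14 class I and 10 class II genes higher. Adjusted over the list alone, the numbers were the same for these 4 lists, as they were for complement (10 of 12), acute phase (16 of 21), proliferation (17 of 25), cholesterol synthesis (9 of 20), hepatic macrophages (14 of 17), cytochrome P450 and detoxification (20 of 29), interferon-stimulated genes (18 of 35) and extracellular matrix (15 of 20). The remaining lists gained genes when adjusted over the list alone, B lineage from 16 to 17 of 17, T lineage from 17 to 18 of 19, senescence from 13 to 14 of 18 and fatty acid synthesis and oxidation from 19 to 20 of 25. Igkc rose from 11.8 ± 5.52 to 141 ± 141 CPM (3.53 ± 0.40, adjusted p 5.6e-12), and Cd8a from 0.619 ± 1.22 to 4.81 ± 4.06 CPM (3.04 ± 0.43, adjusted p 6.9e-09). Cdkn2a rose to 1.75 ± 1.67 CPM (3.99 ± 0.38, adjusted p 1.2e-14), Cxcl13 from 4.97 ± 2.75 to 77.8 ± 56.5 CPM (3.97 ± 0.43, adjusted p 2.1e-12) and Orm3 from 1.65 ± 2.32 to 48.3 ± 26.8 CPM (4.85 ± 0.50, adjusted p 2.7e-13). Gstp1 fell from 1423 ± 314 to 268 ± 98.0 CPM (-2.40 ± 0.13, adjusted p 7.0e-26) and Cyp2d9 from 1360 ± 194 to 232 ± 152 CPM (-2.57 ± 0.20, adjusted p 4.4e-18). Plin2 fell from 482 ± 78.9 to 190 ± 64.9 CPM (-1.34 ± 0.12, adjusted p 1.1e-15) and Hspa1b from 25.2 ± 20.6 to 2.14 ± 1.64 CPM (-3.58 ± 0.34, adjusted p 8.8e-15). The leading proliferation genes, Mcm3 (0.83 ± 0.21) and Mki67 (1.62 ± 0.43), did not change in prep 2, with log2 fold changes of 0.01 and 0.01 there, against 1.16 and 2.39 in prep 1 and 1.29 and 2.36 in prep 3.

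No technical list passed the threshold, which does not show that its genes were unchanged. In the brain 10 of 17 clock output genes, 4 of 6 red blood cell genes and 2 of 2 pituitary genes were called singly. Of 13 choroid plexus genes 0 were. In the liver 4 of 5 red blood cell genes and 2 of 2 exocrine pancreas genes were called singly. In the brain the adjusted p and median log2 fold change were 0.144 and 0.12 for clock output, 0.134 and -0.17 for immediate early genes, 0.0763 and 1.06 for red blood cells, and 0.197 and -0.42 for choroid plexus. They were 0.615 and -4.00 for the 2 tested pituitary genes, 0.615 and -0.07 for olfactory bulb, 0.765 and 0.32 for cerebellum, 0.197 and -0.17 for striatum and 0.134 and 0.44 for hepatocyte genes. In the liver they were 0.631 and 0.46 for clock output, of whose 17 genes 13 were called singly, 0.631 and 0.16 for immediate early genes and 0.997 and 0.45 for red blood cells. For the other lists they were 0.631 and -1.26 for exocrine pancreas, 0.997 and 0.26 for gallbladder and bile duct and 0.997 and 0.21 for adipose genes.

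**Figure D3:**
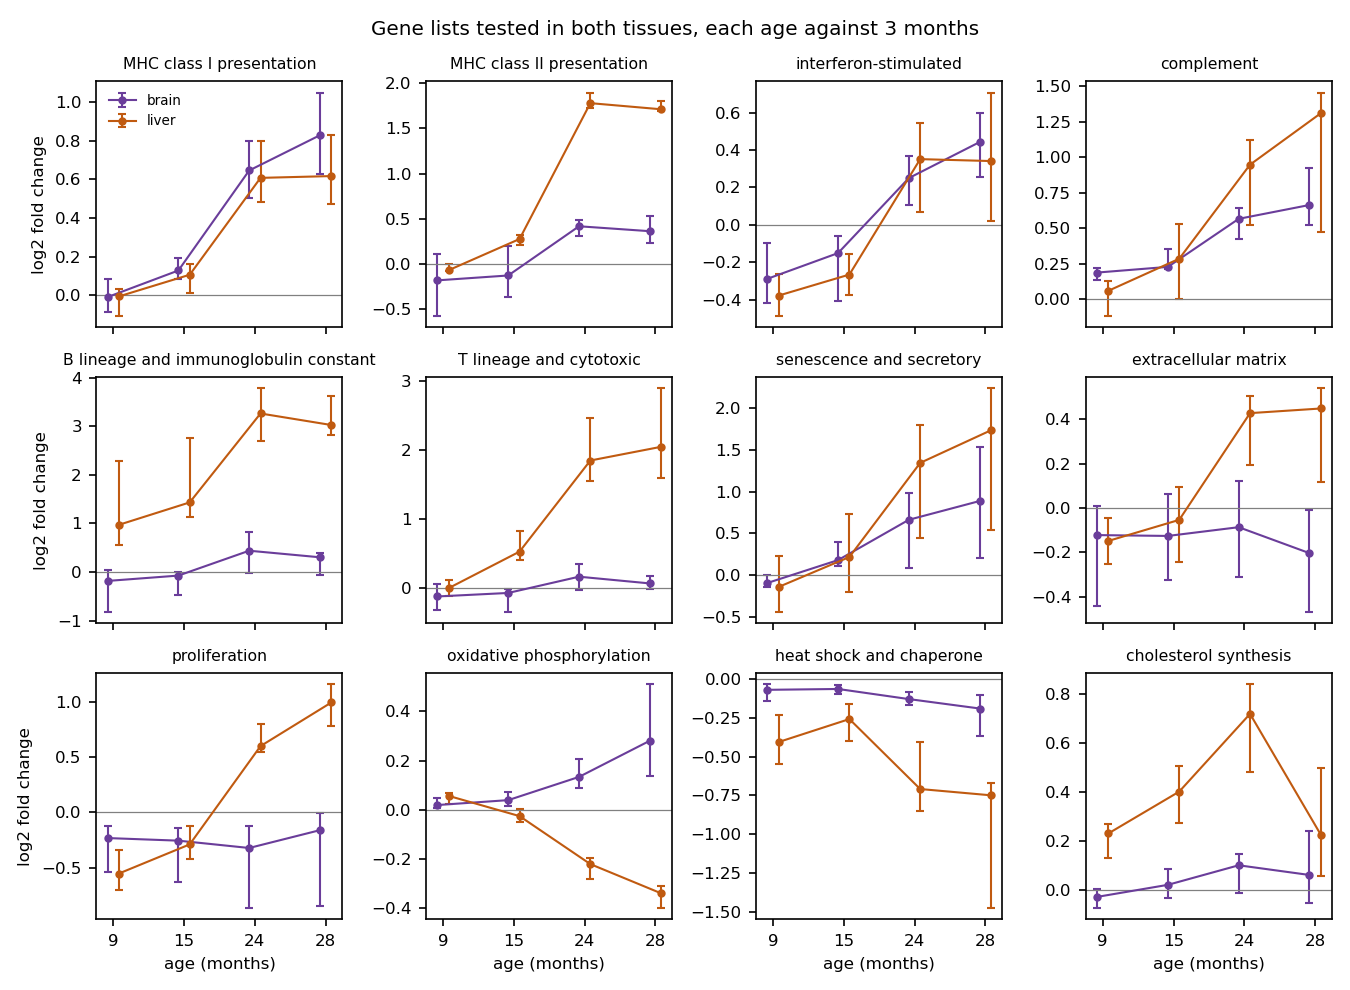
Median log2 fold change against 3 months over the genes of each of the 12 lists tested in both tissues, at 9, 15, 24 and 28 months in brain and liver, with bars from the lower to the upper quartile of the genes. At 28 months the medians of the B lineage and T lineage lists stand at 3.02 and 2.04 in the liver and at 0.30 and 0.06 in the brain.

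Whether the change from 3 to 28 months differed between the tissues was tested gene by gene in the 14035 genes kept in both. The interaction passed in 6899, with a more positive change in the liver in 3819 and in the brain in 3080. This split depended on the scaling, since RLE size factors gave 3503 and 3532 and DESeq2 gave 3611 and 3575. Among these 14035 genes 4077 were called in the brain and 8548 in the liver, and 2629 in both, where 2483 would be expected if the calls were independent (odds ratio 1.24). Of the 2629 shared genes 1074 rose and 731 fell in both tissues, and 824 moved in opposite directions, so 68.7% had the same direction, against 50.7% expected from the shares of rising genes. All 824 opposite genes also passed the interaction test. The genes with the largest shared increases were S100a8 (3.16 in brain, 3.67 ± 0.56 in liver), Lcn2 (3.07 and 4.06 ± 0.74) and S100a9 (3.01 and 3.52 ± 0.53). The largest shared decreases were those of Hist1h4i (-1.01 ± 0.15 and -0.76 ± 0.20), Slc5a3 (-0.72 ± 0.11 and -0.77 ± 0.13) and Hist1h1c (-0.71 ± 0.12 and -1.25 ± 0.29). The liver median of Hist1h1c was 46.7 CPM at 3 months and 49.3 CPM at 28 months, and voom with quality weights gave a liver change of 0.14.

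Of the 12 shared lists, 7 differed between the tissues in camera. The median liver minus brain difference of log2 fold changes was 1.89 for B lineage (adjusted p 0.00374), 1.81 for T lineage (adjusted p 0.00699), 1.28 for class II presentation (adjusted p 0.000868) and 1.12 for proliferation (adjusted p 3.9e-06). It was 0.48 for extracellular matrix (adjusted p 0.0396), -0.46 for oxidative phosphorylation (adjusted p 2.7e-09) and -0.50 for heat shock and chaperone genes (adjusted p 3.0e-08). Fry called 10 lists, these 7 and also complement (adjusted p 0.0258), senescence (adjusted p 0.00178) and cholesterol synthesis (adjusted p 0.0272). Without the 2 brain libraries least like the others, 6 of the 7 were called by camera and extracellular matrix was not (adjusted p 0.0674).

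The last question was whether brain and liver varied together among mice of the same age. Over 82 mice and 12 lists, 6 correlations of list scores passed an adjusted p under 0.05 after the means of age and prep were removed. The largest were those of heat shock and chaperone genes (r = 0.59, Spearman's rho 0.53) and class I presentation (r = 0.58, rho 0.35), both with a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 6e-05. Interferon-stimulated genes followed with r = 0.44 (rho 0.41, permutation p 0.00036, adjusted p 0.00144). The others were T lineage with r = 0.36 (rho 0.22, p 0.00134, adjusted p 0.00402), proliferation with r = 0.33 (rho 0.30, p 0.011, adjusted p 0.0263) and class II presentation with r = 0.29 (rho 0.23, p 0.0203, adjusted p 0.0405). The rho of T lineage (adjusted permutation p 0.0764) and class II presentation (adjusted permutation p 0.0764) did not pass. That of the other 4 lists did, with permutation p-values of 1e-05 for heat shock, 0.00185 for class I presentation, 0.0002 for interferon-stimulated genes and 0.0101 for proliferation.

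Leaving out the 2 mice farthest from the median brain score gave r of 0.49 for heat shock, 0.42 for class I presentation, 0.43 for interferon-stimulated genes and 0.29 for T lineage, all still past the threshold. The correlations of proliferation (r = 0.28, adjusted p 0.0536) and class II presentation (r = 0.23, adjusted p 0.0835) then no longer passed, so their place past the threshold rested on those mice, although r fell little. Without the 2 brain libraries least like the others, proliferation had r = 0.39 (adjusted p 0.0135) and class II presentation r = 0.21 (adjusted p 0.136), which did not pass. In mice of 3 to 15 months alone only heat shock and class I presentation of the 6 lists passed. In mice of 24 and 28 months alone all 6 passed, with r from 0.44 for heat shock to 0.66 for class I presentation. Within preps 1, 2 and 3, r was 0.53, 0.69 and 0.60 for heat shock, 0.57, 0.68 and 0.33 for class I presentation, and 0.51, 0.46 and 0.41 for interferon-stimulated genes. It was 0.35, 0.36 and 0.37 for T lineage, 0.47, 0.12 and 0.40 for proliferation and 0.18, 0.24 and 0.34 for class II presentation. The r of the other 6 lists did not pass, at 0.24 for B lineage (adjusted p 0.0681), -0.22 for oxidative phosphorylation (adjusted p 0.156), 0.12 for senescence, 0.10 for complement and -0.04 for both extracellular matrix and cholesterol synthesis. Their rho were 0.27, -0.26, 0.16, 0.14, -0.12 and -0.07. The rho of B lineage (permutation p 0.0136, adjusted p 0.0327) and oxidative phosphorylation (permutation p 0.0225, adjusted p 0.0449) did pass.

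**Figure D4:**
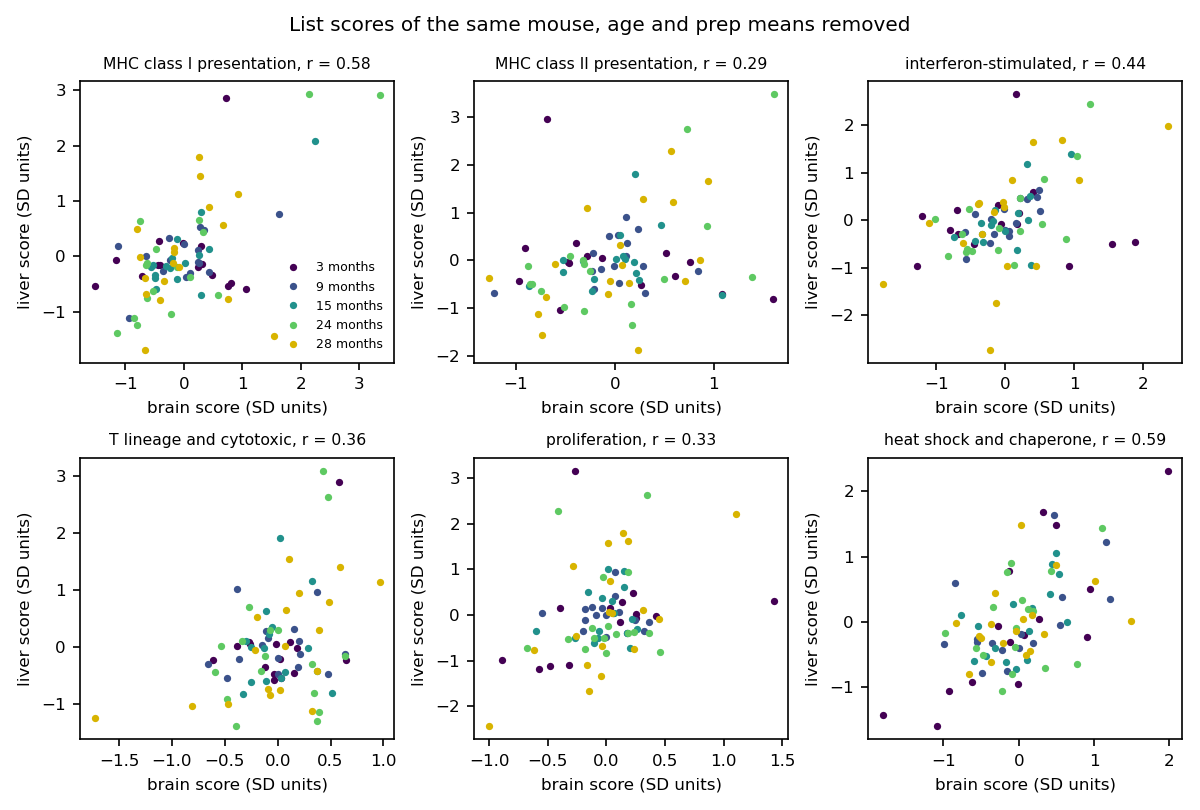
List scores of the liver against those of the brain of the same mouse for 6 lists, in SD units after removal of age and prep means, with 1 point per mouse for 82 mice and colours for age. Pearson's r runs from 0.29 for class II presentation to 0.59 for heat shock and chaperone genes.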

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

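The split count for gene lists and the setting without the 2 brain libraries least like the others were chosen only after the result was seen, and the other tests in this part were fixed before it.

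What drew attention was a difference between the tissues in the same comparison, 28 against 3 months, tested as a tissue by age interaction. It passed in 6899 of 14035 genes. In 1 of 40 splits of the mice, the real one, as many genes were called, and the highest count of another split was 2303. The scaling of the tissues was tested first, since liver and brain counts have different composition. With RLE size factors 95.4% of the 6899 genes were called again, which argues against TMM scaling as the cause. Without the 2 brain libraries least like the others 92.9% were called again, which argues against those libraries. Unequal depth would put the difference into genes with few counts, but the share of genes called was 48.1% in the most expressed and 45.5% in the least expressed of 4 equal groups of genes. A biological difference between the tissues with age, which the design names, stays open and was not tested further. Changes in the mix of cells in each tissue also stay open, since bulk counts do not separate them. So does time of collection, since no fit of this difference held the clock gene score. From 24 to 28 months that score rose by 2.61 SD units in the liver and by 1.08 in the brain.

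Among single genes the largest positive differences were those of Lrtm2 (6.64 ± 0.65 log2, adjusted p 1.7e-16) and Brsk2 (6.40 ± 0.43, adjusted p 9.8e-28). Both were at the floor of 3 counts in all 16 livers at 3 months, so the fitted sizes depend on the prior count. Against that floor the liver level at 28 months was at least 29.2-fold higher for Lrtm2 and at least 8.92-fold higher for Brsk2. In the brain, Lrtm2 went from 45.0 to 42.6 CPM and Brsk2 from 172 to 179 CPM. The largest negative differences were those of Cspg5 (-3.93 ± 0.29, adjusted p 9.65e-25) and Hspa1b (-3.40 ± 0.34, adjusted p 9.4e-16). Cspg5 went from 2.58 to 0.164 CPM in the liver, where 11 of 18 livers were at the floor at 28 months, and from 246 to 261 CPM in the brain. Hspa1b went from 25.2 to 2.14 CPM in the liver and from 10.4 to 9.55 CPM in the brain. Reads of Hspa1b cannot be separated here from those of its near-identical copy, so the pair may have moved as a whole. For these genes no test beyond those of the whole set of 6899, such as the 95.4% called again with RLE size factors, was run.

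Of the 12 shared lists, 7 differed between the tissues in camera, with median liver minus brain differences of 1.28 for class II presentation, 1.89 for B lineage, 1.81 for T lineage, 0.48 for extracellular matrix, 1.12 for proliferation, -0.46 for oxidative phosphorylation and -0.50 for heat shock and chaperone genes. Without the 2 brain libraries least like the others these medians were 1.42, 1.87, 1.81, 0.43, 1.20, -0.35 and -0.43. Only extracellular matrix no longer passed in camera (adjusted p 0.0674), while fry still called it (adjusted p 0.0037). The B and T lineage lists kept only 9 and 6 genes that were expressed in both tissues. A larger gain of immune cells in the aged liver than in the aged brain is a candidate explanation for the first 3 lists, and 92.9% of the genes called without the 2 libraries speaks against an origin in those libraries, but cell numbers were not measured.

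The gene lists for 28 against 3 months were also put to 100 splits of the mice. As many lists as the real 12 were called by camera in 5 of 100 splits in the brain, with up to 13 lists in another split, and as many as the real 14 in 14 of 100 splits in the liver, with up to 16. Camera at a preset correlation therefore calls many lists under random ages in these data, and its count of lists alone does not separate age from other splits. The count of lists by fry was reached by 1 of 100 splits, the real one, in each tissue.

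For counts of genes, 1 of 40 splits, the real one, gave as many genes in the brain between 9 and 3 months (highest other count 30), 15 and 3 months (1), 24 and 3 months (51), 28 and 3 months (48) and 24 and 15 months (1), and for any age difference (377). The 0 genes between 15 and 9 months, where 532 had an unadjusted p under 0.05, were reached by 40 of 40 splits. Between 28 and 24 months 5 of 40 splits gave as many genes as the real 204, with up to 2295 in another split, so a count of that size also arises from ages reassigned at random among these mice. In the liver 1 of 40 splits gave as many genes between 9 and 3 months (highest other count 307), 15 and 3 months (248), 24 and 3 months (4597), 28 and 3 months (3406), 15 and 9 months (1), 24 and 15 months (827) and 28 and 24 months (1410), and for any age difference (2563).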

How the results depend on the processing

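All tests here repeat reported results under other settings. The settings without the 2 brain libraries least like the others, with the clock score as a covariate and without each library in turn were chosen only after the result was seen. Over 274 pairs of a count and a setting, 176 counts stayed within 1.5 times the reported count and 98 did not. Where a count moved and no reason is given, the cause was not tested. RLE size factors, no prep term and log2 library size as a covariate left every count of genes within 1.5 times. No scaling moved the median log2 fold change of all genes by over 0.1 or the share of genes called higher by over 10 points.

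Fits of single preps hold fewer mice. They gave fewer genes, except for brain 15 against 9 months, at 0 in each prep as over all preps, and liver 28 against 24, where prep 1 gave 2520 against 2385. Prep 1 alone gave 10, 17, 222 and 1987 brain genes for 9, 15, 24 and 28 against 3 months, 1 for 24 against 15, 8 for 28 against 24 and 903 for any age, and 12, 58, 906 and 6198 liver genes, then 0 for 15 against 9, 3 for 24 against 15 and 5929 for any age. Prep 2 alone gave 0, 11, 112 and 368 brain genes, 0 for 24 against 15, 0 for 28 against 24 and 266 for any age, and 12, 64, 2443 and 2457 liver genes, 0 for 15 against 9, 2630 for 24 against 15, 0 for 28 against 24 and 4464 for any age. Prep 3 alone gave 0, 0, 92 and 1205 brain genes, 0 for 24 against 15, 0 for 28 against 24 and 376 for any age, and 3 and 14 liver genes for 9 and 15 against 3 months, 0 for 15 against 9, 1290 for 24 against 15, 198 for 28 against 24 and 6455 for any age. For the counts of 0, the unadjusted counts were 966 (prep 2) and 482 (prep 3) for brain 9 against 3, 599 (prep 3) for brain 15 against 3, 1535 and 618 for brain 24 against 15, 1474 and 3020 for brain 28 against 24, 462, 376 and 258 for liver 15 against 9, and 2172 for liver 28 against 24 in prep 2.

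A minimum absolute log2 fold change of 1 removes smaller changes by construction. It left 6, 31, 128 and 313 brain genes for 9, 15, 24 and 28 against 3 months, 25 for 24 against 15 and 7 for 28 against 24, and 146, 267, 1556 and 2218 liver genes, 1068 for 24 against 15 and 227 for 28 against 24. Fitting only the 2 ages compared gave 110, 332 and 3059 brain genes for 9, 15 and 28 against 3 months and 2 for 28 against 24, and 342, 708 and 1152 liver genes for 9 against 3, 15 against 3 and 28 against 24. Without a filter on low counts brain 28 against 24 gave 105 genes.

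DESeq2 gave 123 brain genes for 9 against 3 months, 4 for 15 against 9, 247 for 24 against 15 and 425 for 28 against 24. Voom with quality weights gave 490, 702 and 4844 brain genes for 9, 15 and 24 against 3 months, 24 for 15 against 9, 778 for 24 against 15, 980 for 28 against 24 and 7990 for any age, and 398 and 4502 liver genes for 9 against 3 and 28 against 24. Without the 2 brain libraries least like the others the brain counts were 176, 350 and 3193 for 9, 15 and 24 against 3 months, 4 for 15 against 9, 230 for 24 against 15 and 669 for 28 against 24. With the clock score as a covariate brain 28 against 3 gave 4370 genes, within 1.5 times, but only 1950 of the 5291 were among them, and the split turned from 3054 higher and 2237 lower to 2031 and 2339. Brain 28 against 24 then gave 638 genes, of which 69 were among the 204, and any age 2555, of which 1608 were among the 3853. Liver 28 against 24 then gave 121, of which 117 were among the 2385.

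The majority direction also turned in the liver. Between 9 and 3 months 238 higher and 493 lower genes became 240 and 158 with voom, 182 and 160 in the fit of only these ages, and 12 and 0, 12 and 0 and 3 and 0 in preps 1, 2 and 3. Between 15 and 3 months 477 and 663 became 679 and 440 with voom, 422 and 286 in the fit of only these ages, 443 and 433 without a filter, and 57 and 1, 54 and 10 and 14 and 0 in the preps. Between 28 and 24 months 963 and 1422 became 2285 and 2217 with voom and 1346 and 1174 in prep 1. Between 15 and 9 months voom gave 3 higher and 5 lower genes in place of 8 higher. In the brain the near-even split of 99 and 105 genes between 28 and 24 months also turned between settings.

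Leaving out each library in turn moved these counts. In the brain the ranges were 41 to 123 for 9 against 3 months, 122 to 257 for 15 against 3, 1455 to 3493 for 24 against 3, 0 to 4 for 15 against 9, 100 to 294 for 24 against 15 and 81 to 525 for 28 against 24, and each highest count came without 28 months replicate 15. The 81 came without 28 months replicate 17. In the liver the ranges were 295 to 1067 for 9 against 3 (295 without 3 months replicate 16), 609 to 1349 for 15 against 3 (609 without 3 months replicate 13), 5 to 10 for 15 against 9 (5 without 15 months replicate 1) and 1886 to 3615 for 28 against 24 (3615 without 24 months replicate 13).

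The mice of different ages share replicate numbers in the labels, but the numbers did not pair them. Deviations from the age means correlated with a median r of 0.00955 over 157 pairs of brains with the same number and 0.003 over 2530 other pairs, and 0.00910 over 161 and 0.000362 over 2593 pairs in the liver. With the replicate number as a block, the counts for 9, 15, 24 and 28 against 3 months were 56, 155, 1743 and 4839 in the brain and 641, 1021, 7571 and 9489 in the liver, and the lists called were 12 and 16, with interferon-stimulated genes (adjusted p 0.0229) and extracellular matrix (adjusted p 0.0308) added in the liver. Brain and liver of one mouse do pair, but the edgeR fit behind the 6899 genes of the tissue difference held no term for the mouse. The pairing was used in a different model, limma on the liver minus brain difference of log2 CPM in each mouse. It called the tissue difference in 6431 genes, of which 6103 were among the 6899.

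Over 34 gene list results and their settings there were 290 values, of which 245 kept direction and side of the threshold, 30 were weaker, 9 stronger and 6 reversed. The reversed lists, none past the threshold in that setting, were oxidative phosphorylation in prep 1 (adjusted p 0.479), T lineage (0.897), cholesterol synthesis (0.0713), myelin (0.707) and synaptic genes (0.868) in prep 2, and B lineage in prep 3 (0.924), all in the brain. Camera with an estimated correlation called 7 brain lists and 0 liver lists, with 16 liver lists tested.

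Among score correlations, mice of 3 to 15 months alone (47 mice) gave 3 lists in place of 6. Of the 6, only heat shock (r = 0.71, adjusted p 0.00012) and class I presentation (r = 0.45, adjusted p 0.0111) passed, the other list being oxidative phosphorylation, while interferon-stimulated genes (r = 0.21, adjusted p 0.33), T lineage (r = 0.22, adjusted p 0.301) and proliferation (r = 0.20, adjusted p 0.33) did not. Here r turned to -0.13 for class II presentation and -0.030 for B lineage. In mice of 24 and 28 months alone (35 mice) r turned to -0.034 for senescence, 0.086 for extracellular matrix and 0.086 for cholesterol synthesis. All of the 6 lists passed in these mice. Their r was 0.66 for class I presentation, 0.60 for interferon-stimulated genes, 0.55 for class II presentation and 0.49 for T lineage. It was 0.45 for proliferation and 0.44 for heat shock, both with an adjusted p of 0.0192. The difference between younger and older mice was not tested. For oxidative phosphorylation r was -0.43 (adjusted p 0.0111) in mice of 3 to 15 months and -0.26 (adjusted p 0.0413) without the 2 brain libraries, and so passed in both. Over 84 values, 66 kept direction and side, 8 were weaker, 5 stronger and 5 reversed.

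For the 121 named gene results, 1292 of 1474 values kept direction and side, 171 were weaker, 4 stronger and 7 reversed. The weaker values lay mostly in single preps, with 32, 60 and 31 in preps 1, 2 and 3. The reversed log2 fold changes were -0.010 for Ndufa2 in prep 1 and -0.60 with the clock score, -0.24 for Cox4i1, -0.060 for Vamp2 and -0.11 for Fdps with the clock score, -0.011 for Fdps in prep 2, and 0.14 for Hist1h1c in the liver with voom. Highest levels of Ndufa2, Cox4i1 and Fdps were those of brain 28 months replicate 15, the library of lowest depth in the brain (11.5 M counts). Depth limits the genes near the floor most, such as Cdkn2a in the brain, where 12 of 15 libraries at 3 months held 3 counts or fewer.

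The tissue difference of 6899 genes was 7035 with RLE size factors (6583 of them shared), 7186 with DESeq2, 6812 without the prep term, 8236 of 20255 genes expressed in either tissue and 7029 without the 2 brain libraries least like the others (6410 shared), all within 1.5 times. The split of 3819 genes more positive in the liver and 3080 in the brain became 3503 and 3532 with RLE size factors and 3611 and 3575 with DESeq2.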

Other observations

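Tests chosen only after the result was seen were those of the short-transcript bias, of GC content and of RNA from other tissues or cells in the 2 brain libraries, of Xist and of the share of hepatocytes for the sex-biased liver genes, of brain RNA for Snap25, and of the shared inflammatory state; the other tests were fixed before their result was seen, although leaving out the 2 brain libraries was itself chosen after seeing the data. The lists of male-biased, female-biased and neuroendocrine genes and the clock score were drawn up once other results of these libraries were known.

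A pair of brain libraries stood apart from the rest. The median correlation of log2 CPM with the other brain libraries was 0.852 for 28 months replicate 15 and 0.941 for 24 months replicate 13, against 0.975 or more for the other 80 libraries. They also held 11.5 and 19.7 M counts, but libraries of the same age thinned to those totals kept a median correlation of at least 0.972 and 0.984, which argues against depth. Transcript length and GC content were examined by the same measure, the difference of median deviations between the outer 2 of 4 equal groups of genes. Genes with short transcripts (under 1880 bases) lay above those with long ones (over 4527 bases) by 1.78 log2 units in 28 months replicate 15 and by 1.23 in 24 months replicate 13, whereas the other libraries ranged from -0.33 to 0.31. Genes of high GC content lay above those of low GC content by 1.60 and 0.46, also above the range of the other libraries (-0.65 to 0.42), narrowly so for 24 months replicate 13. Within groups of similar GC content the length difference was still at least 0.76 and 0.83, above the 0.30 that was the highest in the other libraries. Within groups of similar length the GC difference was at least 0.99 in 28 months replicate 15 and 0.035 in 24 months replicate 13. Rank correlations over all genes separated the libraries less. Those with length were -0.331 and -0.472, against -0.378 to 0.409 elsewhere, and those with GC content 0.338 and 0.198, against -0.564 to 0.479, so that only 24 months replicate 13 stood outside, and only for length. The length difference within groups of similar GC content argues against GC content as the whole cause in either library. The GC difference within groups of similar length, at most 0.43 in the other libraries, leaves a part of the divergence of 28 months replicate 15 that length does not account for. A bias toward short transcripts, as RNA fragmentation or size selection can give, is a candidate explanation for both libraries, and a part played by GC content stays open. RNA from other tissues or cells was weighed with technical lists. Hepatocyte genes were raised by a median of 2.62 and 1.17, against at most 0.78 in the other libraries. Alb, however, was at 0 CPM in 28 months replicate 15, where 3 counts would be 0.345 CPM, and at 0.212 CPM in 24 months replicate 13. These were 0% and 0.000315% of the median liver level of 67317 CPM, which argues against liver RNA. Red blood cell genes were raised by a median of 1.87 and 1.92, but 1 other library had a higher median, of 2.21, and kept a correlation of 0.991, which argues against red blood cells. Of 5 lists of other brain regions and nearby tissue, 0 had a median above that of every other library. Cells without a list were not tested. The liver library of the mouse with 24 months brain replicate 13 also moved 1 liver count, that of 28 against 24 months. No biological explanation was tested for these 2 libraries.

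Sex-biased genes of the liver moved apart with age in these male mice. From 3 to 28 months 17 of 20 listed male-biased genes were lower and 0 higher, with a median log2 fold change of -1.57, and 24 of 25 tested female-biased genes were higher, with a median of 1.90. The gap between the medians was 0.27 at 9 months, 0.34 at 15 months, 1.55 at 24 months and 3.46 at 28 months against 3 months. A score of male-biased minus female-biased genes per library went from 1.11 ± 0.48 (SD, n = 16) at 3 months to -0.50 ± 0.84 (n = 17) at 24 months and -2.18 ± 0.96 (n = 18) at 28 months. The difference of -3.29 between 28 and 3 months had a permutation p of 1e-05 within preps, the smallest that the permutations can give. Of the male-biased genes 4 are also in a study list and 2 are named genes of the liver, and of the female-biased genes 3 and 2. Mislabelled female mice are excluded by Xist, at most 0.365 CPM in any liver. A lower share of hepatocytes would lower both lists, but the female-biased list rose by 1.90. With the clock score as a covariate the gap was 2.69, with the acute phase score 3.33, with log2 library size 3.40, and the smallest gap in any single prep was 2.68, so time of collection, the acute phase response, depth and prep each left most of it. As a hypothesis found and tested on the same data, the liver of old males may lose its male pattern of hormone-regulated expression. Hormones were not measured.

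Clock genes shifted at 28 months. A score of clock genes, the mean of those listed as high minus those listed as low, was 2.61 SD units higher at 28 than at 24 months in the liver (permutation p 6e-05) and 1.08 higher in the brain (permutation p 0.00064). Among the 18 mice of 28 months the spread was wide, with a liver mean of 2.13 ± 2.16 (SD), and the scores of brain and liver correlated (r = 0.74, rho 0.78, permutation p 0.00031, adjusted p 0.00155 over 5 ages, r = 0.76 without the 2 mice farthest from the median brain score). Within preps r was 0.68, 0.96 and 0.69 over 7, 5 and 6 mice, of which prep 2 holds fewer than 6. At 3, 9, 15 and 24 months r was 0.35, 0.59, 0.71 and 0.69, of which all but the first passed. Different times of day at which the 28-month mice were collected could give this, and r = 0.74 was a test that could have come out otherwise. The labels give no time of collection. Differences of clock phase with age itself stay open, as does a part played by prep, since the liver score at 28 months gave a permutation p of 0.0808 between preps. Counts moved with the clock score as a covariate. For 28 against 24 months the liver count fell from 2385 to 121, and the brain count rose from 204 to 638. In the brain only 1950 of the 5291 genes between 28 and 3 months were called again with it. The score was itself tied to age, with a brain mean of 1.03 at 28 months against -0.53 at 3 months. The covariate can therefore also take out age, and these counts cannot separate the 2.

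Some genes varied together in brain and liver of the same mouse far more than the rest. Over 14035 genes the median correlation of brain and liver deviations across 82 mice was -0.00513, but Gm21742 reached 0.95, Capn11 0.92, Mid1-ps1 0.91, Serpinf1 0.91, Snx19 0.90, Gbp4 0.84 and Mid1 0.80. These genes were chosen after their values were seen. Genes with r of at least 0.7, 16 chosen in mice of odd number and 24 in those of even number, were used to match brain and liver in the other mice. In 55 of 82 mice the best match was the liver of the same mouse, where 2 were expected by chance. Among mice of the same age and prep 71 of 79 were matched, where 27 were expected, which argues against shared prep as the cause. The matches are in line with the labels that place both tissues in 1 mouse (55 mice). Differences between mice present in all tissues, such as variants segregating in the colony, are a candidate source, and no sequence was examined.

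Ttr ranged from 10.7 to 6035 CPM among brain libraries, with a median of 78.3 CPM. It correlated with the mean of 12 other choroid plexus genes across 82 brains (r = 0.948, rho 0.90, both with a permutation p of 1e-05, the smallest that the permutations can give, adjusted p 2e-05 over 2 relations, r = 0.93 without the 2 farthest brains, and 0.98, 0.98 and 0.87 within preps 1, 2 and 3). With log2 library size r was -0.107 (rho -0.09, permutation p 0.329), which argues against depth. Varying amounts of choroid plexus in the dissected brains are therefore a candidate source of this spread. No biological explanation was tested.

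The liver of 28 months replicate 14 held Snap25 at 48.1 CPM, which was 2.09% of the median brain level. Brain RNA in the library would bring the other synaptic genes to the same share, but the median of 14 such genes, each under 1 CPM in the median liver, was 0.0556% of the brain level. Of 20 listed neuroendocrine genes, 13 were higher in this library than in all other 82 livers, and no other liver led in more than 2. Chga stood at 3223 CPM against at most 0.976 CPM elsewhere, Chgb at 389 CPM, Pcsk1 at 303 CPM, Cpe at 147 CPM, Vgf at 115 CPM and Celf3 at 34.7 CPM. Cells of a neuroendocrine kind in this liver, such as a tumour, are a candidate explanation. It rests on 1 library, and no histology was used.

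No brain list followed the liver acute phase score across mice. Of 18 brain lists 0 passed an adjusted p under 0.05, and 1 had an unadjusted permutation p under 0.05. It was that of reactive astrocytes (r = 0.25, permutation p 0.0476, adjusted p 0.465, rho 0.23 with permutation p 0.0486, r = 0.19 without the 2 farthest mice), with r of 0.43, 0.146 and 0.23 within preps. Its sign held in each prep, so prep alone does not produce it, but the correlation failed the correction. Whether brain and liver share an inflammatory state cannot be told from the acute phase score. Scores of the same list in both tissues, given above, did correlate for class I presentation (r = 0.58) and interferon-stimulated genes (r = 0.44). Those of complement (r = 0.10) and senescence (r = 0.12) did not pass.

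The spread between mice of one age was not found to grow. The median gene had an SD at 28 months 1.79 times that at 3 months in the brain and 1.09 times in the liver, but ages permuted 100 times gave as large a ratio with p of 0.376 and 0.277. The brain ratio was 1.10 without the 2 divergent libraries. Of these only 28 months replicate 15 is of an age compared here, so that library may carry the ratio. In the most expressed of 4 equal groups of genes the ratios were 2.20 and 1.14, which argues against counting noise at low depth as their source.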
